A study of Solanum lycopersicum with 32 samples. Its data were reported in "HSFA1a modulates plant heat stress responses and alters the 3D chromatin organization of enhancer-promoter interactions" (2023).

How the data were processed

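Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on leaves of tomato (*Solanum lycopersicum*) cv. M82. Plants were 4 weeks old, had grown at 24 °C with 16 h of light, and were held at 45 °C for 0, 1 or 6 h. There was no unheated sample at 1 h or 6 h, so heat and time of day are not separated by the design. The targets analysed here were trimethylation of lysine 4 of histone H3 (H3K4me3), 3 acetylations of the same histone (H3K9ac, H3K18ac and H3K27ac) and RNA polymerase II (RNAPII). Each target and time point had 2 libraries labelled as replicates, which gave 30 peak lists in 15 groups out of 32 samples. The H3K27me1 and input samples were not analysed here, apart from the use of the input that the authors made as background.

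According to the methods of the study, reads were trimmed with Trimmomatic, mapped to the M82 assembly version 1 with Bowtie2, and peaks were called with MACS2. The authors called peaks in each library separately against one input library, without pooling replicates. The only input sample is labelled 0 h, so the lists at 1 h and 6 h have no input from heated leaves. A change of the background with heat can therefore not be told apart from a change of the targets. In the deposited lists a peak has a fold enrichment, which is the ratio of the pileup at the summit to the local background, and a p-value and a q-value, both as −log10. The methods name a q cutoff of 0.05 and broad peaks. The reporting summary of the study gives a p cutoff of 0.05 and no broad peaks, as in the deposited lists, which hold narrow peaks and reach a p-value of 0.05, with highest q-values per list between 0.298 and 0.912. Peaks with q of at most 0.05 were therefore selected here, which kept 84.0% to 97.4% of a list. Peaks of the authors' lists are compared by position and overlap. The authors' fold enrichment was used to rank sites within a list and to form classes of peaks, and was not compared between lists as a measurement. Coordinates are those of the files and count from 1. The reference tables at hand belong to another assembly, so no gene or gene feature was assigned to any site.

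The number of sequenced fragments behind each peak was recovered from the deposited fold and p-value columns. MACS2 writes the fold as the pileup plus 1 over the background plus 1, and the p-value as a Poisson tail of the pileup, so both columns together give a whole number of fragments. A solution was accepted within 0.001 of the deposited −log10 p-value, for peaks with −log10 p under 280. MACS2 had scaled 4 libraries down to the input, and their scale factor was found by a scan first. At least 85.5% of such peaks in every library had a whole-number solution. The lowest background of a library, in fragments over a base, served as its depth. It ranged from 3.71 to 13.96 before the scaling of the 4 libraries. The depth as called, after that scaling, was tried as well in the tests of depth. It is a relative depth and not a read total. A difference in fragment length between libraries would enter it, and fragment length was not recovered.

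Agreement of the labelled replicates was then tested against sampling noise. Peaks of a pair of libraries were matched where their summits lay within 30 bp and held at least 60 fragments together. The expected ratio was taken in 20 levels of the summed pileup, and a mean chi-square per peak was computed. A summit is the highest point of a peak, so its count varies less than a Poisson count. Simulated repeat draws of the same peaks gave 0.386 to 0.749 per peak with no further spread, 0.904 to 1.26 with a further spread of 10% between draws, and 2.15 to 2.66 with 20% (3000 peaks for each of 3 peak widths). All 15 same-time pairs lay under 1. Each pair was therefore counted as 1 sample, its libraries are given side by side or as their mean, and no SD is given. A spread between plants of under 10% cannot be excluded in this way, as no further spread smaller than 10% was simulated.

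Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Covered length is the bp under merged peaks. A region was the merged union of the peaks of all 6 libraries of a target. It was gained where both heated libraries and neither 0 h library overlapped it by 1 bp, and lost in the reverse case. Acetylated segments were stretches of at least 150 bp covered in all 4 H3K9ac and H3K18ac libraries of a time point. A segment was H3K4me3-marked where it overlapped a region with a peak in both H3K4me3 libraries, and H3K4me3-free where neither list had a peak within 1000 bp. Chromosomes were cut into 1 Mb bins, and the 403 of 807 bins with the least H3K4me3 at 0 h are called H3K4me3-poor. Random levels came from 100 rotations of peaks or segments along their chromosome. A second random level, chosen after seeing the data, moved them by 20 to 100 kb.

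The tests were chosen before the data were examined. They take the libraries as labelled, and so they compare libraries and not independent plants. Per target, time labels were permuted over the 15 ways to pair 6 libraries, for which the smallest p is 0.0667. Over the 5 targets, a contrast of a heated time with 0 h was tested over 243 arrangements, for which the smallest p is 0.00412. These tests were two-sided through squared differences, except the tests of agreement and of gained plus lost regions, which were one-sided. Marks were compared by exact permutation within time points over 216 arrangements with Benjamini-Hochberg adjustment, and segment classes by an exact sign-flip test over 64 arrangements. With each pair counted once, no test between time points is left within a target, and the sign-flip test over 3 time points could reach no p under 0.25. A direction common to the 5 targets was then tested by exact sign flips of 1 difference per target (two-sided, smallest p 0.0625), which was chosen after seeing the data, as were a test without H3K4me3 and bins chosen by H3K4me3 at 6 h.

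Sites named were fixed by rule before the data were examined. For RNAPII they are the 5 gained and 5 lost regions at 1 h whose lower authors' fold over the 2 libraries holding them was highest. For each histone mark they are 1 gained and 1 lost region by the same rule. Regions under 150 bp and sequences outside the 12 chromosomes were passed over. Alternatives were all peaks as deposited, q of at most 0.01, equal numbers of peaks per target, leaving out a replicate, a replicate block, 500 bp windows, coverage of at least 50%, shares of bp or of peaks, other H3K4me3 distances, segments of 500 to 1000 bp and 2 Mb bins. Interval arithmetic was checked against base-by-base counts in 200 random trials without a mismatch. On simulated lists for 1 h against 0 h with 45840 to 120983 regions, 200 planted gains and 200 planted losses per target were present as planted in each library with a chance of 95%, which completes 81.5% of them. The procedure recovered 77.5% to 86.5% and gave none the wrong direction.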

Results

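To follow active chromatin marks and RNAPII through heat stress in tomato leaves, 30 peak lists were compared, from 5 targets at 0, 1 and 6 h of 45 °C with 2 libraries per group. The lists held 2437381 peaks as deposited, between 40601 and 126476 per library, of which 2268802 had q of at most 0.05. The recovered background, used as depth, was 3.71 to 6.89 fragments over a base for H3K4me3, 4.47 to 7.40 for H3K9ac, 7.03 to 13.96 for H3K18ac, 6.93 to 11.7 for H3K27ac and 5.61 to 9.53 for RNAPII. The libraries of a group differed by no more than the sampling noise in all 15 groups and were counted as 1 sample. Their mean chi-square per matched peak was 0.295 to 0.705, against 1.04 to 10.7 for the 60 pairs of libraries from different times. An error between plants can therefore not be estimated for the values that follow, and a range over the 2 libraries shows the repeatability of the libraries. Unless stated otherwise, the p-values given are from the planned tests, which take the labelled replicates as separate and compare libraries rather than plants. With each pair counted once, in a test chosen after seeing the data, a direction common to the 5 targets was not detectable in peak number, covered length or H3K4me3-poor bins (exact sign-flip p of 0.188 to 1, two-sided), where no p under 0.0625 is possible.

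The first question was whether the peak lists differed between time points beyond the difference between libraries of one time. The bp Jaccard index, which is shared over total covered length, averaged 0.819 within and 0.757 between time points for H3K4me3, 0.745 and 0.560 for H3K9ac, 0.851 and 0.706 for H3K18ac, 0.764 and 0.697 for H3K27ac, and 0.778 and 0.568 for RNAPII. For each target the real pairing ranked first of 15 (exact permutation p = 0.0667, one-sided, the smallest possible). Over all targets it ranked first of 759375 arrangements (exact p = 1.32e-06, one-sided, the smallest possible). Measured as the share of overlapping peaks, the excess within time points was lower, for example 0.0874 in place of 0.210 for RNAPII.

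The number of peaks was compared next. The study reported no significant change in the levels of the histone marks under heat. Peak number, length and presence are other measures than signal level, which was not compared here. H3K9ac fell from 71390 and 65467 peaks at 0 h to 51377 and 50476 at 1 h, a log2 change of -0.42 in the mean, and stood at 63443 and 63747 at 6 h. Its log2 change at 6 h was -0.038 without replicate 1 and -0.17 without replicate 2. H3K18ac had 104242 and 98233 peaks at 0 h, 89819 and 92871 at 1 h and 112863 and 116126 at 6 h. H3K27ac rose from 102831 and 98639 to 119479 and 110228 at 1 h, a log2 change of 0.19, and had 110102 and 100371 at 6 h. H3K4me3 changed by -0.10 at 1 h on the log2 scale and by 0.058 at 6 h, where its libraries overlapped those of 0 h. RNAPII differed little in number, with 67275 and 67620 peaks at 0 h and 67953 and 69104 at 1 h. Over targets the exact permutation p was 0.00412 at 1 h and 0.140 at 6 h. With all peaks as deposited the RNAPII change at 1 h had the opposite sign, at -0.0017 on the log2 scale, so no direction is given for it.

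Covered length separated the targets more clearly than number. RNAPII covered 69.7 and 67.1 Mb at 0 h, 88.7 and 87.7 Mb at 1 h and 64.3 and 61.4 Mb at 6 h. That is 29.0% more at 1 h and a log2 change of 0.37, with the median peak width reaching 755 bp. H3K9ac covered 73.3 and 68.3 Mb at 0 h, 50.1 and 52.5 Mb at 1 h, and 50.5 and 53.6 Mb at 6 h, so its length stayed low at 6 h while its peak number was closer to 0 h. H3K27ac covered 79.4 and 75.9 Mb at 0 h, 96.5 and 89.0 Mb at 1 h and 94.8 and 86.3 Mb at 6 h. H3K18ac decreased from 137 Mb in both libraries to 134 and 131 Mb at 1 h and to 129 and 125 Mb at 6 h. The H3K4me3 libraries of the 3 time points overlapped in covered length. Over targets the exact permutation p was 0.0165 at 1 h and 0.0453 at 6 h. Equal numbers of peaks per library moved the H3K9ac change at 1 h most, from -0.46 to -0.34 on the log2 scale.

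**Figure D1:**
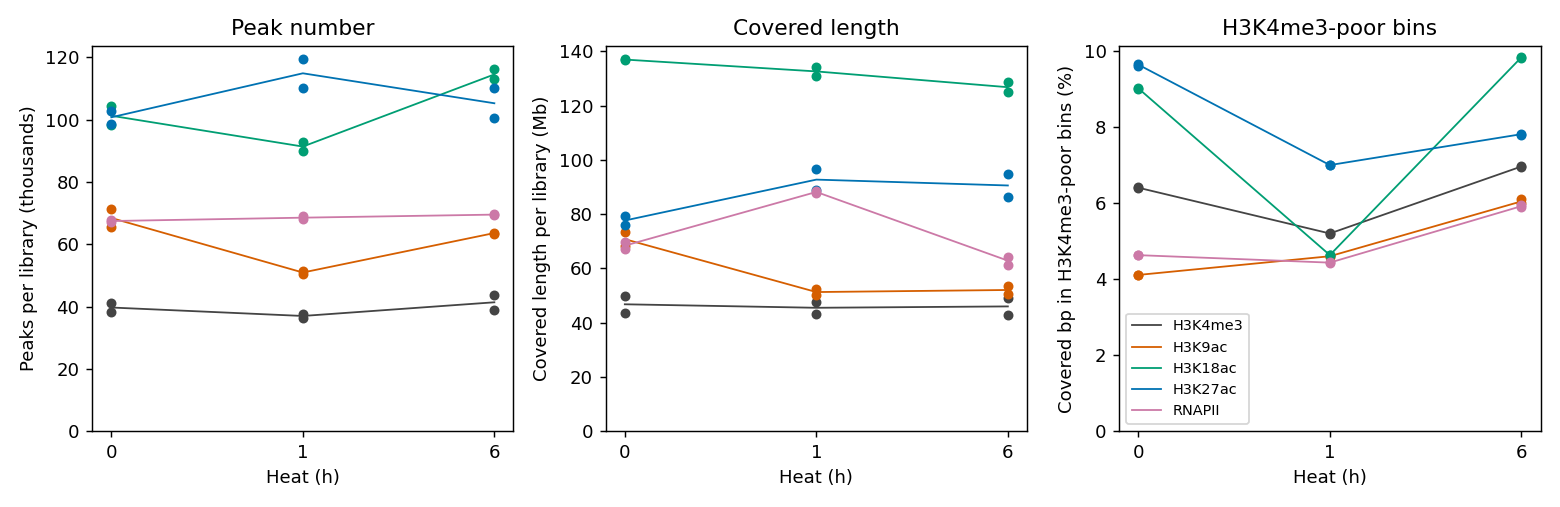
Peak number in units of 1000 peaks (left), covered length in Mb (centre) and percent of covered bp in H3K4me3-poor bins (right) against hours of heat for 5 targets, with a point per library and lines through the mean of the 2 libraries of a group. RNAPII covered length peaks at 1 h at 88.7 and 87.7 Mb, and the H3K18ac percent is lowest at 1 h.

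To locate the changes, regions gained and lost with heat were counted. At 1 h H3K9ac lost 12422 regions and gained 1629 out of 76743. H3K27ac gained 10447 and lost 2713 out of 120983, and RNAPII gained 9163 and lost 3651 out of 74182. H3K18ac gained 3645 and lost 5657, and H3K4me3 gained 643 and lost 1637. Exchanging a heated with an unheated library gave at most 819 gained and lost regions together for H3K9ac, 510 for H3K18ac, 501 for RNAPII, 758 for H3K4me3 and 2615 for H3K27ac. At 6 h the gained and lost regions were 1934 and 7640 for H3K9ac, 2052 and 3232 for H3K18ac, 7250 and 2947 for H3K27ac, 2166 and 3550 for RNAPII, and 911 and 1036 for H3K4me3. The H3K4me3 total of 1947 at 6 h was not far above the 1511 of an exchanged split. Over targets the exact permutation p was 0.00412 at each heated time (one-sided, the smallest possible). In 500 bp windows the counts were higher, with 47325 gained windows for RNAPII at 1 h. Leaving out either replicate number also raised every count by more than 1.5 times, because presence in 1 library is a weaker condition than presence in both: H3K9ac losses at 1 h became 24448 without replicate 1 and 31062 without replicate 2, and RNAPII gains at 1 h became 20486 and 19174. The order of gains and losses was kept in each target except H3K4me3 at 6 h, where gains then exceeded losses (6174 against 4436 without replicate 1, 4902 against 4191 without replicate 2). With equal numbers of peaks H3K18ac gains at 1 h exceeded losses (4633 against 3989), so no direction is given for H3K18ac at 1 h or H3K4me3 at 6 h.

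**Figure D2:**
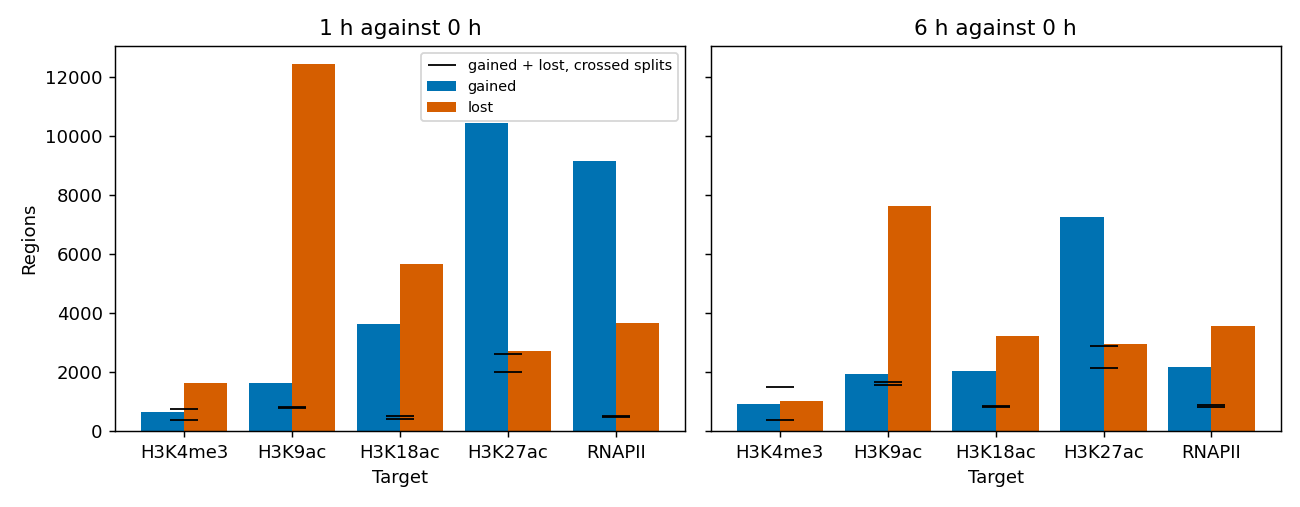
Number of regions gained (blue bars) and lost (orange bars) per target at 1 h (left) and 6 h (right) against 0 h, with black dashes for gained plus lost regions after exchanging libraries between the times. H3K9ac losses at 1 h (12422) and RNAPII gains at 1 h (9163) lie far above the dashes.

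Whether the state at 1 h was reverted at 6 h was read from regions in which 1 time point differed from both others. RNAPII had 6913 regions with peaks in both 1 h libraries alone, against 1807 at 0 h alone and 946 at 6 h alone. For H3K18ac, 2981 regions were peaked at 1 h alone and 4069 at both other times but not at 1 h. For H3K9ac, 3670 regions were missing at 1 h alone and 5507 were peaked at 0 h alone. For H3K27ac, 4184 regions were peaked at both heated times and not at 0 h, and 2815 at 1 h alone. H3K4me3 had 501 regions at 1 h alone and 945 missing at 1 h alone. Without replicate 1 or 2 the regions at 1 h alone numbered 17299 or 16164 for RNAPII and 15138 or 14862 for H3K27ac. Those missing at 1 h alone numbered 8792 or 9361 for H3K9ac and 7604 or 8064 for H3K18ac. For H3K4me3 without replicate 2, 2965 regions at 1 h alone exceeded the 2506 missing there. With equal numbers of peaks, regions at 1 h alone exceeded those missing there for H3K18ac (4047 against 2568) and H3K9ac (1773 against 1725). The order of these counts thus depends on the processing for H3K4me3, H3K9ac and H3K18ac, and held for RNAPII and H3K27ac in the alternatives run. The RNAPII count at 1 h alone also stayed above those at 0 h and 6 h alone (6464 and 4385 without replicate 1, 6216 and 4475 without replicate 2). The H3K27ac count missing at 0 h alone stayed above that at 1 h alone except without replicate 1 (12314 against 15138), so no order is given for these. The H3K9ac count at 0 h alone stayed above that missing at 1 h alone (15656 and 21701 without replicate 1 or 2).

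The sites with the highest authors' fold among regions gained by RNAPII at 1 h were on chromosome 5 from 33159503 to 33174764 (lower fold of the 2 libraries 34.5), chromosome 1 from 11316484 to 11321714 (34.2), chromosome 5 from 58822016 to 58828908 (33.7), chromosome 9 from 55935740 to 55938053 (32.1) and chromosome 5 from 27832495 to 27837063 (29.4), in the M82 assembly. All 5 had a peak in both 6 h libraries as well. Those lost were on chromosome 11 from 9740558 to 9743227 (14.1), chromosome 2 from 29184136 to 29188118 (13.8), chromosome 4 from 64440375 to 64441048 (12.1), chromosome 11 from 9614990 to 9615452 (10.6) and chromosome 12 from 23395172 to 23397361 (10.2). Of these, 4 had a peak again in both 6 h libraries, and the site on chromosome 4 had none.

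For the histone marks, the H3K9ac site gained on chromosome 5 from 42559584 to 42565049 (lower fold 30.8) contained the H3K27ac site gained from 42559677 to 42562664 (7.85). The H3K4me3 site gained was on chromosome 9 from 60106535 to 60108563 (8.93), and the H3K18ac site gained was on chromosome 4 from 7164968 to 7167618 (11.3). The sites lost were on chromosome 1 from 1554356 to 1556270 for H3K4me3 (14.3), chromosome 10 from 27104304 to 27108736 for H3K9ac (24.0), chromosome 12 from 63430958 to 63431607 for H3K18ac (6.55) and chromosome 6 from 48203773 to 48205846 for H3K27ac (3.84). Of the 18 sites named for RNAPII and the histone marks, 17 kept their call as gained or lost with all peaks as deposited. All 18 kept it with q of at most 0.01, with equal numbers of peaks and without either replicate. What the annotation holds at these sites was not analysed here.

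The study proposed H3K9ac and H3K18ac in the absence of H3K4me3 as a possible sign of active enhancers, which raises the question of how far each acetylation occurs with H3K4me3. At 0 h, 40.3% and 43.1% of H3K9ac peaks overlapped an H3K4me3 region, compared with 52.4% and 52.3% at 1 h and 46.8% and 46.0% at 6 h. With equal numbers of peaks the mean percent was 50.6 at 0 h and 52.6 at 1 h, against a rise of 10.6 points without that limit. By share of covered bp it rose from 45.2 to 65.4, and with at least 50% of a peak covered from 36.5 to 48.99, so the size of the rise depends on the measure. For H3K18ac the percents were 35.4 and 36.5 at 0 h, 34.5 and 34.2 at 1 h and 31.1 and 30.8 at 6 h. By share of covered bp they rose instead, from a mean of 26.1 at 0 h to 30.7 at 1 h and 30.03 at 6 h, so no direction is given for H3K18ac. For H3K27ac the percents by number of peaks were 36.6 and 38.5, then 29.0 and 31.5, then 31.3 and 34.9. Rotated peaks overlapped in 8.67% to 10.6% on average, and peaks moved by 20 to 100 kb in 21.1% to 26.4%. H3K9ac exceeded H3K18ac by 13.1 points and H3K27ac by 13.2 points on average (exact permutation p = 0.00926 and adjusted p = 0.0139 for each of 3 comparisons made, two-sided). H3K18ac and H3K27ac did not differ detectably (exact p = 0.963, adjusted p = 0.963). Comparisons with H3K27ac depend on the measure. By share of covered bp H3K27ac exceeded H3K18ac (exact permutation, adjusted p = 0.0139), and with at least 50% of a peak covered it did so as well (exact permutation, adjusted p = 0.00926). By share of covered bp H3K9ac against H3K27ac no longer passed the threshold (exact permutation, adjusted p = 0.0556), and at 0 h H3K27ac was higher (47.3% against 45.2%).

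Segments carrying both H3K9ac and H3K18ac numbered 65388 at 0 h, 44388 at 1 h and 51092 at 6 h. Of these, 29943, 26787 and 30108 were H3K4me3-marked, and 22052, 10260 and 13484 were H3K4me3-free. The free class thus fell from 33.7% of segments to 23.1% at 1 h and 26.4% at 6 h. Without replicate 1, free segments numbered 25433 at 0 h, 15248 at 1 h and 21545 at 6 h. Without replicate 2 they numbered 31411, 15294 and 22223. The size of the fall in their number, above all at 6 h, thus depends on the libraries required. Marked segments were longer, with a median of 725 bp against 400.5 bp at 0 h.

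RNAPII peaks were found at 82.9% and 81.8% of marked and 66.1% and 65.1% of free segments at 0 h. At 1 h both classes were alike, with 92.5% and 92.3% of marked and 91.8% and 91.9% of free segments. At 6 h RNAPII was at 77.2% and 76.2% of marked and 58.9% and 56.9% of free segments. Free segments moved by 20 to 100 kb met RNAPII in 36.8%, 44.2% and 32.1% at the 3 times. The mean difference between classes was 12.02 points and was above 0 in 6 of 6 libraries (exact sign-flip p = 0.031, two-sided, the smallest possible). Among segments of 500 to 1000 bp it was 5.17 points (exact p = 0.125), and with at least 50% of the segment covered it was 0.323 points (exact p = 0.906), while with H3K4me3 excluded from the segment alone it was 8.27 points (exact p = 0.125). The size of the difference thus depends on the length of the segments, the overlap required and the distance to H3K4me3.

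H3K27ac peaks were at 96.5% and 95.9% of marked and 47.6% and 42.7% of free segments at 0 h. The share of free segments was 76.8% and 68.8% at 1 h and 89.6% and 79.2% at 6 h, while that of marked segments was at least 97.2%. Free segments moved by 20 to 100 kb met H3K27ac in 38.8%, 48.3% and 43.7% at the 3 times, so the 0 h share was only slightly above that level. The mean difference was 30.3 points (6 of 6 libraries, exact sign-flip p = 0.031, two-sided) and 20.7 points among segments of 500 to 1000 bp (exact p = 0.031).

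**Figure D3:**
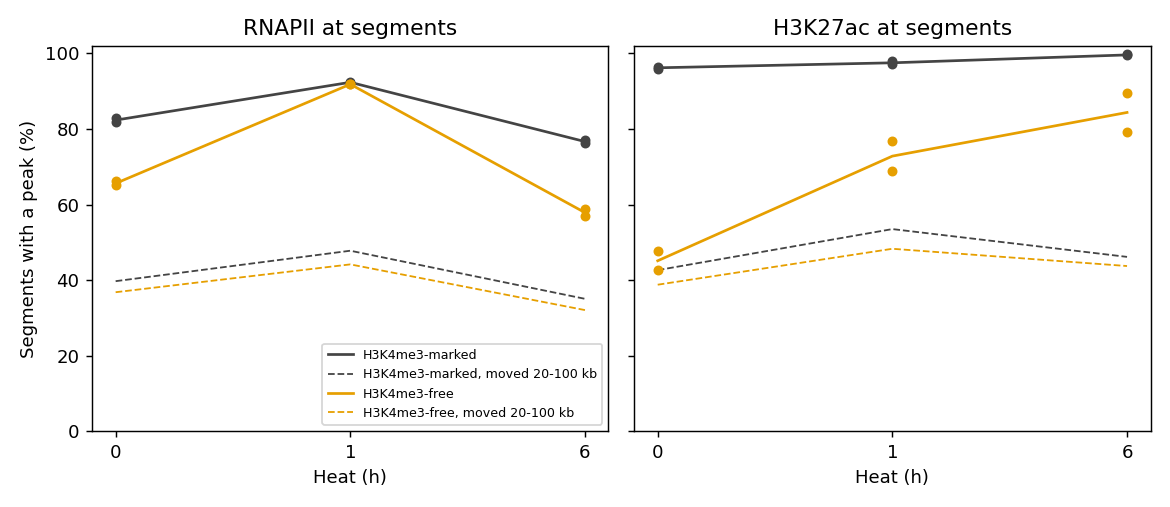
Percent of H3K4me3-marked (grey) and H3K4me3-free (orange) segments with a RNAPII peak (left) or H3K27ac peak (right) against hours of heat, with a point per library, solid lines through the means, and dashed lines for segments moved by 20 to 100 kb. RNAPII is at 91.8% and 91.9% of free segments at 1 h.

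The last comparison asked whether peaks shifted along the chromosomes towards H3K4me3-poor bins. H3K18ac had 9.01% of its covered bp there at 0 h, 4.63% at 1 h and 9.83% at 6 h. H3K27ac had 9.63%, 6.99% and 7.81%, and H3K4me3 had 6.40%, 5.20% and 6.96%. H3K9ac rose from 4.11% to 4.60% and 6.04%, and RNAPII went from 4.63% to 4.43% and 5.91%. For every target and heated time, the libraries did not overlap those of 0 h. Over targets the exact permutation p was 0.00412 at each heated time (the smallest possible). The bins were chosen by H3K4me3 at 0 h, which favours a low H3K4me3 share at that time. Without H3K4me3, in a test chosen after seeing the data, the exact permutation p over 4 targets was 0.0123 at each heated time (the smallest possible).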

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

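The tests of depth for RNAPII, H3K9ac, H3K27ac, H3K18ac and the chloroplast sequence, the depth as called, bins chosen by H3K4me3 at 6 h, and the test of a background shift common to all 1 h libraries, were chosen only after the result was seen. The other tests of this part were set before their outcome was computed. No difference between targets was itself tested, and the directions rest on 1 sample per group.

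In measures of their peaks, targets moved in opposite directions under the same heat, with all libraries of a group beyond those of 0 h. Signal levels, for which the study reported no significant change of the histone marks, were not compared. In log2 peak number at 1 h, H3K27ac changed by 0.19, while H3K4me3 changed by -0.10, H3K9ac by -0.42 and H3K18ac by -0.15. The RNAPII change of 0.023 has no firm direction, as it was -0.0017 with all peaks as deposited. Without replicate 1 the H3K18ac change at 1 h was -0.081, and without replicate 2 that of RNAPII was 0.014. At 6 h H3K18ac changed by 0.18 (0.11 without replicate 2) and RNAPII by 0.043. H3K9ac changed by -0.10 at 6 h, a size that depends on the library and the threshold. It was -0.038 without replicate 1 and -0.17 without replicate 2. With all peaks as deposited it was -0.0065, and with q of at most 0.01 it was -0.175. In log2 covered length at 1 h, H3K27ac changed by 0.26 and RNAPII by 0.37, and H3K9ac by -0.46 and H3K18ac by -0.047. At 6 h H3K27ac changed by 0.22, against -0.44 for H3K9ac, -0.11 for H3K18ac and -0.12 for RNAPII.

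Depth was weighed first. The same-time pairs served as a guide to the effect of depth. They agree within sampling noise, and 12 of them differed in depth by at least 1.1 times. Their agreement was tested with an expected ratio for each level of pileup, so a difference in enrichment within a pair is not excluded. The log2 peak number of these pairs changed by -0.11 to 0.30 per unit of log2 depth and their log2 covered length by 0.055 to 0.36. With the depth as called, after MACS2 had scaled 4 libraries, the ranges were -0.14 to 0.31 and 0.097 to 0.36. The fall of H3K9ac at 1 h would need 0.75 for peak number and 0.82 for covered length. Its lower covered length at 6 h would need 1.28. By this guide, lower depth does not account for the whole size of these changes. The rise in H3K27ac peaks at 1 h came with a mean depth of 0.907 times that at 0 h before the scaling and 1.02 times as called. It would need 5.58 with the depth as called, so depth is argued against as its whole cause. For the RNAPII covered length at 1 h greater depth is argued against, with a mean depth of 0.821 times that at 0 h and both libraries below both of 0 h. H3K18ac had fewer peaks at 1 h at a higher depth (-0.31 per unit of log2 depth).

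Depth stays open for 4 changes at 6 h. The lower RNAPII covered length would need 0.25, inside the range of the same-time pairs. Fewer H3K9ac peaks would need 0.30, at the edge of the range. The small rise in RNAPII peaks at lower depth would need -0.090, inside the range. More H3K18ac peaks would need 0.29, inside the range, but 0.52 with the depth as called, above it. The H3K18ac pairs themselves gave -0.11 at 1 h and -0.055 at 6 h, with fewer peaks at greater depth, which argues against depth for this rise without excluding it on 2 pairs. The H3K9ac pairs at 1 h and 6 h gave -0.083 and 0.021 for number, which argues against depth in the same way. The RNAPII pairs at 0 h and 6 h gave -0.029 and 0.035 for number, and 0.22 each for length, close to the 0.25 needed. Depth and heat cannot be told apart for these 4 changes, because the range of the pairs includes each of them under at least 1 of the depth measures. A difference in immunoprecipitation between samples and an effect of heat on the marks cannot be separated with 1 sample per group, and no test was run for them.

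The share of covered bp in H3K4me3-poor bins also moved in opposite directions. At 1 h it changed by 0.491 points for H3K9ac, against -1.20 for H3K4me3, -4.38 for H3K18ac, -2.64 for H3K27ac and -0.197 for RNAPII. At 6 h it rose by 0.557 for H3K4me3, 1.93 for H3K9ac, 0.815 for H3K18ac and 1.29 for RNAPII, and changed by -1.83 for H3K27ac. The bins were chosen by H3K4me3 at 0 h, which lowers the H3K4me3 share at 0 h by selection. In bins chosen by H3K4me3 at 6 h instead, the H3K4me3 change at 6 h was 0.510, so its direction does not come from that choice. For the H3K18ac fall at 1 h, depth was argued against by the 6 h libraries, whose share was 9.83%. A background shift common to all 1 h libraries stays open. The share was lower in 4 targets, which such a shift could give. It was higher in both H3K9ac libraries, but H3K9ac also covered less sequence at 1 h. A share can then rise without any gain in these bins, so this test did not decide. The H3K18ac fall was not carried by a few bins, since 97.0% of the H3K4me3-poor bins had less H3K18ac in both 1 h libraries. A transient loss of H3K18ac over H3K4me3-poor chromosome parts may underlie this, and a difference between chromatin preparations remains open.

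Peaks on the chloroplast sequence were not examined separately in any comparison. They numbered 49 to 105 in each H3K9ac and RNAPII library, and there were none in the libraries of the other targets at the same threshold. Depth was argued against, as 11 libraries of the other targets were at or above the median depth of the H3K9ac and RNAPII libraries. The peaks covered 19.2% to 52.9% of the sequence with a median authors' fold of 1.20 to 1.92. More plastid DNA than in the input could give such broad low peaks, but with as little as 19.2% covered the test did not decide. A difference in preparation between these 2 targets and the others cannot be told apart from the antibody. No biological explanation was tested.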

How the results depend on the processing

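The alternatives were chosen before the data were examined, apart from the random level from moved regions, the depth as called, bins chosen by H3K4me3 at 6 h, the test without H3K4me3 and the test with each pair counted once, and gave 663 values. Of these, 384 stayed on the same side of the threshold or within the spread of the 2 libraries (counts within 1.5 times). Another 266 changed by more, 9 lost the threshold, 1 passed it and 3 took the opposite direction. Among those in the opposite direction, H3K18ac against H3K27ac also passed the threshold. Its adjusted p by exact permutation was 0.00926 with at least 50% covered and 0.0139 by share of covered bp. The cause was not tested, except where fewer or other peaks or segments enter by construction. The spread between the 2 libraries is a sampling spread and is small, so many small shifts exceed it. The tests over targets at 1 h stayed under 0.05 in every alternative run except with each pair counted once, as did those of covered length at 6 h.

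Under a replicate block, in which time labels are exchanged within a replicate number alone, the exact p over targets was 0.031 for peak number, covered length and H3K4me3-poor bins at 1 h and at 6 h, the smallest that design can give. For peak number at 6 h this passed the threshold that 0.140 had missed. In peak presence the replicate numbers do not pair the libraries. The correlation of replicate differences between time points was -0.000241 to 0.0739 over 15 pairs of time points, with none above 0.1. In peak number, replicate 1 was below replicate 2 at every time for H3K4me3 and above it for H3K27ac. A shared effect of the replicate number is not excluded there. In the other targets the sign of that difference varied with time.

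With each pair counted once, a direction common to the 5 targets was tested by exact sign flips of 1 difference per target, for which the smallest p is 0.0625, so the threshold cannot be passed. The exact p was 0.50 and 0.375 for peak number, 1 and 0.438 for covered length and 0.188 and 0.375 for H3K4me3-poor bins at 1 h and 6 h. This asks another question than the planned tests, since targets that move apart cancel. Over the 4 targets other than H3K4me3 the exact permutation p for H3K4me3-poor bins was 0.0123 at each heated time, the smallest possible there.

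With all peaks as deposited, the log2 change in peak number at 1 h was -0.0017 for RNAPII. At 6 h it was -0.0065 for H3K9ac and 0.057 for RNAPII. The change in percent of bp in H3K4me3-poor bins at 1 h was 0.391 for H3K9ac, -4.34 for H3K18ac and -0.288 for RNAPII. The 6 h change in these bins was 2.04 for H3K9ac and -1.89 for H3K27ac. The percent of H3K9ac with H3K4me3 was 48.8 at 1 h and 42.97 at 6 h. The percent of H3K18ac with H3K4me3 was 34.8 at 1 h and 31.2 at 6 h. RNAPII was at 64.4% of free segments at 0 h, 91.1% of free segments at 1 h and 55.4% of free segments at 6 h.

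With q of at most 0.01, the log2 change in peak number at 6 h was 0.028 for RNAPII. The change in percent of bp in H3K4me3-poor bins at 1 h was -1.16 for H3K4me3, 0.572 for H3K9ac, -4.48 for H3K18ac and -0.238 for RNAPII. The 6 h change in these bins was 0.584 for H3K4me3, -1.77 for H3K27ac and 1.24 for RNAPII. The percent of H3K9ac with H3K4me3 was 44.8 at 0 h, 57.03 at 1 h and 51.2 at 6 h. The percent of H3K18ac with H3K4me3 was 34.8 at 1 h and 31.3 at 6 h. The percent of H3K27ac with H3K4me3 was 39.8 at 0 h. RNAPII was at 67.7% of free segments at 0 h, 92.7% of free segments at 1 h and 60.7% of free segments at 6 h.

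With equal numbers of peaks per target, the log2 change in covered length at 1 h was -0.34 for H3K9ac and -0.014 for H3K18ac. The covered length at 6 h changed by -0.16 for H3K18ac. The change in percent of bp in H3K4me3-poor bins at 1 h was -1.17 for H3K4me3, -4.32 for H3K18ac, -2.74 for H3K27ac and -0.216 for RNAPII. The 6 h change in these bins was 1.25 for RNAPII. Gained counts at 1 h were 2598 for H3K9ac and 6807 for H3K27ac. Lost counts at 1 h were 6307 for H3K9ac. Gained counts at 6 h were 817 for H3K18ac. Lost counts at 6 h were 5058 for H3K9ac. Counts at 1 h alone were 1773 for H3K9ac and 1684 for H3K27ac. Counts missing at 1 h alone were 1725 for H3K9ac, 2568 for H3K18ac and 704 for H3K27ac. Counts at 0 h alone were 3008 for H3K9ac. The percent of H3K9ac with H3K4me3 was 50.6 at 0 h, 52.6 at 1 h and 53.1 at 6 h. The percent of H3K18ac with H3K4me3 was 37.2 at 0 h, 34.6 at 1 h and 34.6 at 6 h. The percent of H3K27ac with H3K4me3 was 33.8 at 1 h. RNAPII was at 74.5% of free segments at 0 h and 63.2% of free segments at 6 h. H3K27ac was at 48.95% of free segments at 0 h and 66.9% of free segments at 1 h.

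By share of overlapping peaks, the excess of agreement within over between times was 0.0314 for H3K4me3, 0.0842 for H3K9ac, 0.0515 for H3K18ac, 0.0353 for H3K27ac and 0.0874 for RNAPII.

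In 500 bp windows, gained counts at 1 h were 3945 for H3K4me3, 11059 for H3K9ac, 24238 for H3K18ac, 24510 for H3K27ac and 47325 for RNAPII. Lost counts at 1 h were 4662 for H3K4me3, 38855 for H3K9ac, 29862 for H3K18ac, 6576 for H3K27ac and 18313 for RNAPII. Gained counts at 6 h were 2623 for H3K4me3, 4366 for H3K9ac, 10149 for H3K18ac, 20377 for H3K27ac and 8860 for RNAPII. Lost counts at 6 h were 4216 for H3K4me3, 29794 for H3K9ac, 24240 for H3K18ac, 5027 for H3K27ac and 15374 for RNAPII. Counts at 1 h alone were 2717 for H3K4me3, 7528 for H3K9ac, 17632 for H3K18ac, 4948 for H3K27ac and 36057 for RNAPII. Counts missing at 1 h alone were 2557 for H3K4me3, 9681 for H3K9ac, 22378 for H3K18ac, 1842 for H3K27ac and 8409 for RNAPII. Counts at 0 h alone were 20562 for H3K9ac and 6783 for RNAPII. Counts at 6 h alone were 3124 for RNAPII. Counts missing at 0 h alone were 12728 for H3K27ac.

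With at least 50% covered, gained counts at 1 h were 2610 for H3K9ac, 7112 for H3K18ac and 17622 for RNAPII. Lost counts at 1 h were 9917 for H3K18ac. Lost counts at 6 h were 12835 for H3K9ac, 6426 for H3K18ac and 5876 for RNAPII. Counts at 1 h alone were 1792 for H3K9ac, 5515 for H3K18ac and 13824 for RNAPII. Counts missing at 1 h alone were 7419 for H3K18ac, 660 for H3K27ac and 1860 for RNAPII. Counts at 0 h alone were 10006 for H3K9ac. Counts missing at 0 h alone were 6382 for H3K27ac. The percent of H3K9ac with H3K4me3 was 36.5 at 0 h, 48.99 at 1 h and 43.5 at 6 h. The percent of H3K18ac with H3K4me3 was 26.2 at 0 h, 24.6 at 1 h and 24.5 at 6 h. The percent of H3K27ac with H3K4me3 was 33.8 at 0 h, 26.2 at 1 h and 29.3 at 6 h. The adjusted p of the exact permutation test of H3K18ac against H3K27ac was 0.00926, with H3K27ac now higher, the opposite direction. The RNAPII difference between marked and free segments was 0.323 points (exact p = 0.906). RNAPII was at 41.2% of free segments at 0 h, 82.6% of free segments at 1 h and 39.2% of free segments at 6 h. H3K27ac was at 26.9% of free segments at 0 h and 60.2% of free segments at 1 h.

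By share of covered bp, the percent of H3K9ac with H3K4me3 was 45.2 at 0 h, 65.4 at 1 h and 58.1 at 6 h. The percent of H3K18ac with H3K4me3 was 26.1 at 0 h, 30.7 at 1 h and 30.03 at 6 h. The percent of H3K27ac with H3K4me3 was 47.3 at 0 h, 43.1 at 1 h and 45.97 at 6 h. The adjusted p of the exact permutation test of H3K9ac against H3K27ac was 0.0556. The adjusted p of the exact permutation test of H3K18ac against H3K27ac was 0.0139, with H3K27ac now higher, the opposite direction.

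With H3K4me3 excluded from the segment alone (0 bp), H3K4me3-free segments numbered 33907 at 0 h and 16596 at 1 h. The RNAPII difference between marked and free segments was 8.27 points (exact p = 0.125). RNAPII was at 70.2% of free segments at 0 h, 93.3% of free segments at 1 h and 63.2% of free segments at 6 h.

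With H3K4me3 excluded within 5000 bp, H3K4me3-free segments numbered 6070 at 0 h, 2595 at 1 h and 4200 at 6 h. RNAPII was at 59.9% of free segments at 0 h, 87.8% of free segments at 1 h and 48.3% of free segments at 6 h.

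Among segments of 500 to 1000 bp, the RNAPII difference between marked and free segments was 5.17 points (exact p = 0.125). RNAPII was at 75.9% of free segments at 0 h, 96.8% of free segments at 1 h and 73.8% of free segments at 6 h. H3K27ac was at 55.03% of free segments at 0 h, 84.3% of free segments at 1 h and 95.4% of free segments at 6 h.

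In 2 Mb bins, the change in percent of bp in H3K4me3-poor bins at 1 h was -1.40 for H3K4me3, 0.419 for H3K9ac, -4.77 for H3K18ac, -2.84 for H3K27ac and -0.243 for RNAPII. The 6 h change in these bins was 0.610 for H3K4me3, 2.12 for H3K9ac, -1.96 for H3K27ac and 1.32 for RNAPII.

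In bins chosen by H3K4me3 at 6 h, an alternative added after seeing the data, the change in percent of bp in H3K4me3-poor bins at 1 h was 0.442 for H3K9ac and -0.271 for RNAPII. The 6 h change in these bins was 0.510 for H3K4me3 and 1.24 for RNAPII.

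Leaving out replicate 1 or 2 leaves a value with no test. Gained counts at 1 h ranged over 3100 to 3600 for H3K4me3, 4572 to 5556 for H3K9ac, 8464 to 9162 for H3K18ac, 27452 to 30879 for H3K27ac and 19174 to 20486 for RNAPII. Lost counts at 1 h ranged over 5169 to 6666 for H3K4me3, 24448 to 31062 for H3K9ac, 12052 to 13077 for H3K18ac, 10433 to 12601 for H3K27ac and 9131 to 9166 for RNAPII. Gained counts at 6 h ranged over 4902 to 6174 for H3K4me3, 7212 to 9056 for H3K9ac, 7536 to 8610 for H3K18ac, 20727 to 25301 for H3K27ac and 7485 to 7572 for RNAPII. Lost counts at 6 h ranged over 4191 to 4436 for H3K4me3, 19165 to 25833 for H3K9ac, 9766 to 10198 for H3K18ac, 11386 to 14058 for H3K27ac and 10216 to 10878 for RNAPII. Counts at 1 h alone ranged over 2583 to 2965 for H3K4me3, 3659 to 4350 for H3K9ac, 6984 to 7586 for H3K18ac, 14862 to 15138 for H3K27ac and 16164 to 17299 for RNAPII. Counts missing at 1 h alone ranged over 2506 to 3658 for H3K4me3, 8792 to 9361 for H3K9ac, 7604 to 8064 for H3K18ac, 3031 to 3370 for H3K27ac and 2702 to 2915 for RNAPII. Counts at 0 h alone ranged over 15656 to 21701 for H3K9ac and 6216 to 6464 for RNAPII. Counts at 6 h alone ranged over 4385 to 4475 for RNAPII. Counts missing at 0 h alone ranged over 12314 to 16017 for H3K27ac. The change in H3K4me3-poor bins at 1 h ranged over 0.476 to 0.486 for H3K9ac, -2.69 to -2.62 for H3K27ac and -0.219 to -0.203 for RNAPII. The change in H3K4me3-poor bins at 6 h ranged over 0.540 to 0.597 for H3K4me3 and -1.89 to -1.79 for H3K27ac. The percent of H3K9ac with H3K4me3 ranged over 39.9 to 45.1 at 0 h, 52.1 to 53.7 at 1 h and 46.5 to 47.9 at 6 h. The percent of H3K18ac with H3K4me3 ranged over 34.9 to 39.02 at 0 h, 34.3 to 36.2 at 1 h and 31.01 to 33.5 at 6 h. The percent of H3K27ac with H3K4me3 ranged over 36.4 to 41.9 at 0 h, 29.1 to 34.1 at 1 h and 31.2 to 38.8 at 6 h. H3K4me3-free segments ranged over 21545 to 22223 at 6 h. The RNAPII difference between segment classes ranged over 15.02 to 15.4 points. The percent of free segments with RNAPII ranged over 60.1 to 62.1 at 0 h, 86.96 to 88.01 at 1 h and 49.4 to 52.5 at 6 h. The H3K27ac difference between segment classes ranged over 29.6 to 38.5 points. The percent of free segments with H3K27ac ranged over 63.6 to 74.1 at 1 h and 70.03 to 83.8 at 6 h. The log2 change in peak number at 6 h ranged over -0.17 to -0.038 for H3K9ac and 0.11 to 0.24 for H3K18ac. Counts rose because presence in 1 library is a weaker condition than presence in both. Gains and losses kept their order in each target at both heated times except H3K4me3 at 6 h, where gains exceeded losses without either replicate. Regions at 1 h alone and missing at 1 h alone kept theirs except for H3K4me3 without replicate 2. For H3K27ac without replicate 1, regions at 1 h alone (15138) exceeded those missing at 0 h alone (12314).

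Depth limits which weak peaks are listed. The 2 libraries of a group differ by no more than sampling noise and are counted as 1 sample, so none of these alternatives speaks to differences between plants.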

Other observations

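The tests of depth for RNAPII and H3K9ac and of agreement between libraries were chosen only after the result was seen, and so were the classes of p-value for H3K9ac and the random level from moved regions. The other tests were set before their outcome was computed. All patterns were found and tested on the same peak lists, and none was tested over independent plants.

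The labelled replicates agreed within sampling noise, with at most 0.705 chi-square per peak in a same-time pair. The study describes them as independent biological replicates, and its reporting summary says that a replicate was a random pool of seedlings. Pools of many similar plants could give this, and so could repeat measurement of one chromatin sample. These cannot be told apart here, since both leave no spread beyond sampling.

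RNAPII covered more sequence at 1 h with little change in peak number. Depth was argued against, with the mean 1 h depth at 0.821 times that of 0 h. Of the bp covered in both 1 h libraries and neither 0 h library, 75.6% lay in regions that already had a peak in both 0 h libraries. Regions were merged over all libraries, the 1 h peaks included, so any new bp joined to an old peak counts as occupied. No random level was computed for this share, and new binding directly beside old peaks would also raise it. A candidate explanation is spreading of RNAPII within occupied regions in early heat stress, more than binding at empty ones. Without an annotation of this assembly, it was not examined whether the spread follows gene bodies.

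H3K9ac peaks lost at 1 h were mainly outside H3K4me3. In the first 0 h library, 16.0% of 13878 lost peaks and 62.4% of 39217 kept peaks overlapped H3K4me3. Within classes of like authors' fold, lost peaks overlapped less often in 9 of 9 classes, by a mean of -23.2 points, and within classes of like p-value in 8 of 8, by -18.2 points. Other values go both ways. With equal numbers of peaks, which removes the weakest, the rise in H3K4me3 overlap from 0 h to 1 h shrank from 10.6 to 2.02 points, although it grew by share of covered bp (45.2% to 65.4%) and was 36.5% to 48.99% with at least 50% of a peak covered. The H3K9ac share in H3K4me3-poor bins rose from 4.11% to 4.60%. The class comparisons, made in the first 0 h library, argue against a loss of weak peaks alone. The equal-number comparison goes with such a loss, so whether more than weak peaks was lost away from H3K4me3 is not settled here. The depth comparison (0.75 log2 peaks per log2 depth, above the same-time pairs) also argued against lower depth as the whole cause.

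RNAPII at H3K4me3-free segments rose from 65.6% at 0 h to 91.9% at 1 h, while fewer segments qualified. Part of the rise may come from which segments are counted. The segments that were free at 1 h had RNAPII in 72.6% already at 0 h, and those free at 0 h had it in 78.5% at 1 h. How much belongs to each cannot be told apart, because the classes are themselves made from lists that changed with heat. Wider RNAPII peaks were not excluded as the cause. Segments moved by 20 to 100 kb gained 7.30 points (first library of each time, in a separate set of random moves). Moved segments met RNAPII less often already at 0 h (36.8%), and most newly covered bp lay in regions with 0 h peaks. Their gain can therefore understate what wider peaks do at the segments themselves.

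RNAPII gains met H3K9ac gains more often than moved regions did. Of 9163 regions gained by RNAPII at 1 h, 430 (4.70%) met a region gained by H3K9ac, against 0.608% after moving the regions by 20 to 100 kb, so chance meeting of neighbours was argued against. The ratio to moved regions was 7.73. More RNAPII gains, 775 (8.47%), met a region lost by H3K9ac, which are far more numerous, at 1.63 times the moved level. Of 3651 regions lost by RNAPII, 2 met H3K9ac gains (0.106 times the moved level, a ratio that rests on these 2) and 561 met H3K9ac losses (3.09 times). A joint change of RNAPII and H3K9ac at a small set of sites is a candidate explanation. The moved level does not account for both targets favouring the same genes.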
